A study of Mus musculus with 50 samples.

How the data were processed

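Gene expression was measured by RNA sequencing in 50 thyroid libraries from adult male C57BL/6 mice, which fall into 10 groups of 5 libraries. Per the labels, each mouse was given antibodies in 1 intraperitoneal dose. The isotype control was an anti-ragweed antibody (RW) at 40 mg/kg. The pair against the Notch ligands Jag1 and Jag2 (aJ1aJ2) was given at 20 mg/kg each, the pair against the receptors Notch1 and Notch2 (aN1aN2) at 5 and 10 mg/kg, and the set against Notch1, Notch2 and Notch3 (aN1aN2aN3) at 5, 10 and 20 mg/kg. Thyroids were taken 15 hours, 5 days or 7 days later. The series description also mentions injections of thyroid hormones in part of the study. No label says which mice, if any of these, received them, so hormone treatment was not used as a factor.

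Per the labels' protocols, total RNA was extracted with Trizol and a column and sequenced as single-end reads on an Illumina instrument. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not given in the sources used here. The authors deposited a table of read counts per gene, which holds whole numbers without normalization, and a deposited table of FPKM values (scaled to gene length and library depth). Every column of both tables matched 1 library by the ID in its title, and 0 columns had no library. The tables had 0 disagreements over which values are 0. Count divided by FPKM gave a factor per gene and a factor per library. Within each of 2 blocks of libraries the library factor was a fixed multiple of the median-of-ratios size factor, whereas over all 50 libraries the ratio of the 2 factors varied by 8.70% (coefficient of variation). The first block held the 30 libraries of both 7-day sets and of RW and aJ1aJ2 at 15 hours. The second held the 20 libraries of aN1aN2 at 15 hours and of all 5-day groups. FPKM values were therefore compared only within a block.

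The tables list 52636 genes by Ensembl ID, of which 38478 had at least 1 count. Symbols were matched by ID to a GENCODE M21 gene table for 52403 genes, and 233 had none. The build behind the counts is not given, so no coordinates are printed, and M21 exons were used only to ask which genes overlap. A gene whose exons overlap another gene is reported as uncertain where it is named, since the counting could assign shared reads to either. The same applies to genes with near-identical copies.

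Groups and replicate numbers were taken from the sample titles. The titles hold 2 sets of 5 aJ1aJ2 libraries at 7 days, with separate series of sample IDs. These were kept apart as the first set, which includes RW, and the second set, which includes aN1aN2aN3. No RW library of the second set was analysed here. Replicates of a group were checked for duplicates by a chi-square statistic of their counts. The smallest of 100 replicate pairs was 17.1 per degree of freedom and the median 142, so no pair agreed within sampling noise, and every library was counted as a separate replicate.

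Differential expression was tested on the counts as deposited with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with a minimum count of 10 and a minimum total of 15, estimateDisp, glmQLFit with robust = TRUE, glmQLFTest). The 3 groups at 15 hours were fitted together, as were the 3 groups at 5 days. The first and the second 7-day set were fitted separately for the comparisons within each. Two-sided p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05, and all adjusted p-values of genes below come from this test unless another tool is named. Standard errors (SE) of log2 fold changes were derived from the F statistic. The second 7-day set was set against the first in a fit of all 20 libraries, which also gave aN1aN2aN3 against RW through aJ1aJ2, that is, the aN1aN2aN3 effect in the second set plus the aJ1aJ2 effect in the first. The change of each treatment effect from 15 hours to 5 days was tested as an interaction contrast over 30 libraries. Expression levels are given as CPM on the TMM-scaled library size, with the SD over 5 libraries unless the unscaled CPM is named.

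These groupings, contrasts, gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Gene lists were tested with fry on voom values (limma 3.58.1), and the value given is the median log2 fold change from edgeR over the genes of the list that passed the filter. The 3 planned lists were Notch readouts (Hes1, Hes5, Hey1, Hey2, Heyl, Nrarp, Notch3 and Dtx1, 8 genes), thyroid function (16 genes) and nuclear-encoded oxidative phosphorylation (nuclear OXPHOS, 88 genes). They were tested in 6 comparisons and adjusted over these 18 tests. Another 12 lists describe tissue composition: skeletal muscle, adipose, parathyroid, C cell, thymus, B cell, cartilage, airway epithelium, endothelium, proliferation, mitochondrially encoded genes, and Notch receptors and ligands. They were adjusted over their 72 tests. For a list, the number of libraries given with its direction counts treated libraries whose mean log2 CPM over the list lies on that side of the control group's median, and the number for a gene is counted in the same way on its CPM. The genes named in every RW comparison were 5 Notch readouts (Hes1, Hey1, Heyl, Nrarp, Notch3), 4 antibody targets (Notch1, Notch2, Jag1, Jag2) and 7 thyroid genes, of which 6 are reported (Tg, Slc5a5, Tshr, Pax8, Dio1, Duox2) and 1 is not reported here. In addition, up to 3 higher and up to 3 lower genes were named per comparison, those with the largest change among genes past the threshold with a mean of at least 5 CPM, no overlap between the groups and a symbol other than that of a predicted gene.

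Comparisons with the same RW libraries share chance deviations, so the correlation of their log2 fold changes, and the number of aJ1aJ2 genes with the same sign after aN1aN2, were set against 100 simulations of counts with no change in any group. The count of signs was added after the result was seen, as were simulations of the correlation for each design with 1 library left out. For the signs, each simulation took as many genes of smallest p for aJ1aJ2 as were past the threshold in the data. The count analysis was tested on simulated data in which 200 genes were changed by 2 on the log2 scale. Of those that passed the filter in the simulated counts, it recovered 81.8% for aJ1aJ2 against RW at 15 hours, 77.3% for aN1aN2 against RW at 15 hours, 85.2% for aN1aN2 against aJ1aJ2 at 15 hours, 57.8% for aJ1aJ2 and 60.0% for aN1aN2 against RW at 5 days, 58.1% for aN1aN2 against aJ1aJ2 at 5 days, 93.3% for aJ1aJ2 against RW at 7 days and 83.9% for aN1aN2aN3 against aJ1aJ2 at 7 days. Recovery was 55.8% for aN1aN2aN3 against RW through aJ1aJ2, 86.1% for the second against the first set, 53.8% for the change of the aJ1aJ2 effect and 52.5% for that of the aN1aN2 effect. The largest share of false calls among these 12 was 5.13%, for aJ1aJ2 at 5 days. Total counts ranged from 15.3 to 52.8 M per library, and counting error was therefore small beside the differences between replicates for all but the genes of lowest count.

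The alternatives were DESeq2 size factors (RLE) in edgeR, no count filter, DESeq2 1.42.0, the replicate number as a block, limma-trend on log2(FPKM + 1), a fit of all 50 libraries, a fit of only the groups of the contrast, camera with an estimated correlation for the lists, and leaving out each library in turn. Fold changes in the FPKM alternative are on the log2(FPKM + 1) scale, which understates the change of genes with low values. A covariate for the skeletal muscle list and limma's library quality weights were added after the data were seen. The FPKM alternative was not run for contrasts that span the 2 blocks, that is, aN1aN2 against RW or aJ1aJ2 at 15 hours and the change of the aN1aN2 effect. Each count of changed genes was compared with 100 splits of the same libraries into groups of the same sizes, the real split included. Another 8 lists were written after the data were seen: liver, stomach, interferon response, mural cell, 2 clock lists of opposite phase, collagen folding and heat shock. Tables were read with the data.table package (1.17.8).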

Results

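The data comprise 50 RNA-seq libraries of mouse thyroid in 10 groups of 5 mice. Thyroids were taken 15 hours or 5 days after RW, aJ1aJ2 or aN1aN2. A first set at 7 days held RW and aJ1aJ2, and a second set at 7 days held aJ1aJ2 and aN1aN2aN3. Jag1 and Jag2 are ligands of the Notch receptors, and Hes1, Hey1, Heyl, Nrarp and Notch3 are transcribed in response to Notch signalling in many cell types. The comparisons ask whether blocking the ligands or the receptors changes gene expression in the adult thyroid, including the genes of hormone production. Mean total counts at 15 hours were 30.6 ± 4.08 M for RW (SD, n = 5), 29.1 ± 5.40 M for aJ1aJ2 and 33.5 ± 6.42 M for aN1aN2. At 5 days they were 36.1 ± 11.4 M for RW, 33.3 ± 6.60 M for aJ1aJ2 and 37.2 ± 7.24 M for aN1aN2. At 7 days they were 22.6 ± 4.06 M for RW and 20.4 ± 4.77 M for aJ1aJ2 in the first set, and 17.8 ± 2.06 M for aJ1aJ2 and 21.9 ± 1.86 M for aN1aN2aN3 in the second.

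Tg, which encodes the hormone precursor thyroglobulin (ENSMUSG00000053469), took a mean of 21.5 to 30.4% of all counts in the 8 groups outside the second 7-day set. In the second set it took 1.86 ± 0.612% in aJ1aJ2 and 5.00 ± 1.32% in aN1aN2aN3 (SD, n = 5), below all but 2 of the other 40 libraries. The spread was wide at 5 days, where Tg ranged from 0.450 to 40.3% in RW, from 2.39 to 42.4% in aJ1aJ2 and from 8.80 to 41.3% in aN1aN2. The lowest value belonged to RW replicate 3, in which 12.1% of counts came from the 9 genes of the skeletal muscle list. In the other 4 RW libraries at 5 days that share was at most 1.05%. Skeletal muscle genes took 0.0395 to 12.1% of counts over all 50 libraries. The plot of depth and composition shows these values by library.

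**Figure D1:**
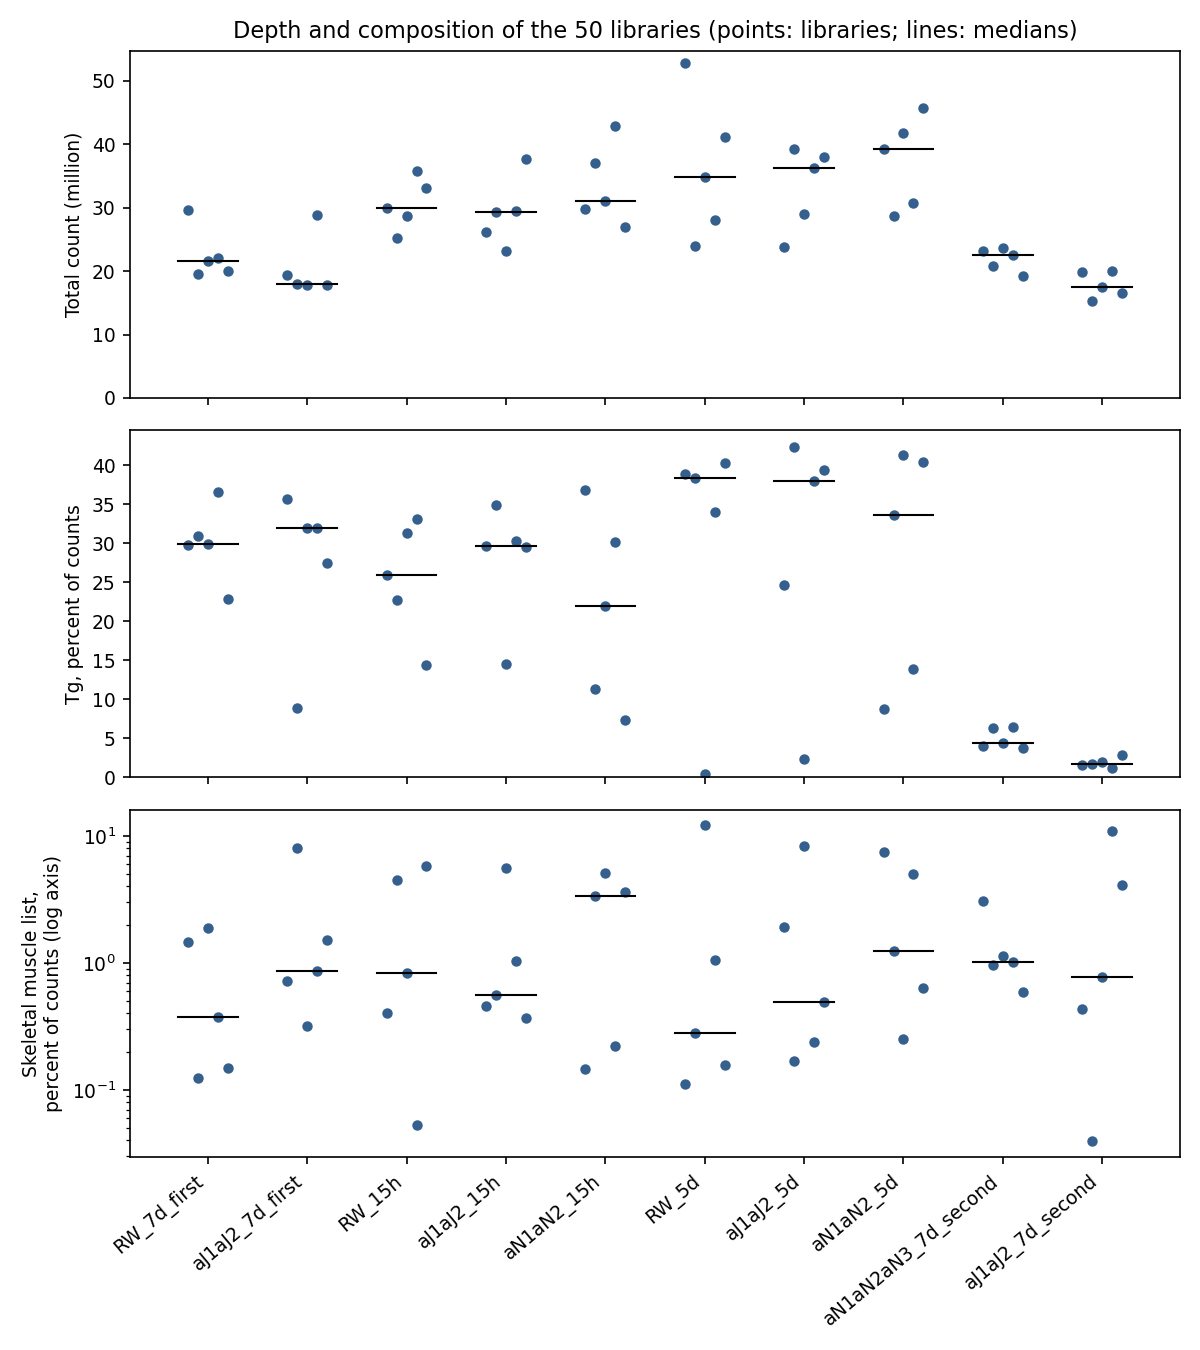
Total count per library (from 15.3 to 52.8 M), percent of counts from Tg and percent of counts from the skeletal muscle list (log axis) for each of the 50 libraries, by group; points are libraries and lines are group medians. Tg lies near 0 in RW replicate 3 at 5 days (0.450%) and at 1.15 to 6.50% in the 10 libraries of the second 7-day set.

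The Notch readout list was used to ask whether blockade reached the tissue, and 7 of its 8 genes passed the filter. It was past the threshold in 1 of the 5 comparisons with RW. After aJ1aJ2 at 7 days its median log2 fold change was −0.63 (mean −0.56, fry, Benjamini-Hochberg adjusted p = 0.00809 over 18 tests), with 7 of 7 genes lower and the list mean lower in 5 of 5 libraries. None of these genes was past the threshold over all genes tested, and 3 were when adjusted over the list alone. Among the alternatives that add no replicate term, camera with an estimated correlation moved this result most, to an adjusted p of 0.0742, and the smallest was 0.000903 without the count filter. Adjusted p ranged from 0.00527 to 0.0174 when 1 library was left out. The medians in the other comparisons were −0.02 after aJ1aJ2 at 15 hours (adjusted p = 0.489, lower in 3 of 5 libraries), −0.43 after aN1aN2 at 15 hours (adjusted p = 0.151, lower in 5 of 5), −0.38 after aJ1aJ2 at 5 days (adjusted p = 0.439, lower in 5 of 5) and −0.09 after aN1aN2 at 5 days (adjusted p = 0.424, lower in 5 of 5), and none passed the threshold. Adjusted over the list alone, 1 gene passed after aJ1aJ2 at 15 hours and 2 genes passed in each of the other 3 comparisons, against 1, 0, 0 and 0 over all genes. Between aN1aN2aN3 and aJ1aJ2 in the second set the median was −0.08 (adjusted p = 0.951, lower in 2 of 5), with 0 genes past the threshold by either adjustment.

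Notch3 (ENSMUSG00000038146) was the only readout gene past the threshold against RW over all genes, at 15 hours after aJ1aJ2. It fell from 42.3 ± 7.26 CPM in RW to 22.9 ± 5.26 CPM (log2 fold change −0.89, SE 0.18, edgeR adjusted p = 0.0443, lower in 5 of 5 libraries), with no overlap between the groups. This call was narrow: it was kept without RW replicate 1, aJ1aJ2 replicate 4 or aN1aN2 replicate 5 and lost without any 1 of the other 12 libraries, with log2 fold changes from −0.95 to −0.74 and adjusted p from 0.0417 to 0.190. It was also lost with RLE size factors, without the count filter, on FPKM values and with only the groups of the contrast, with adjusted p over all alternatives from 0.00208 to 0.264. Counts from whole tissue do not tell lower transcription from fewer cells that express a gene. The mural cell list had a median of −0.50 in this comparison (9 of 10 genes lower, fry adjusted p = 0.138, lower in 5 of 5 libraries). A change in cell composition is therefore not excluded for Notch3 at 15 hours. Notch3 was lower than RW in the other 4 comparisons too, with log2 fold changes of −0.43 after aN1aN2 at 15 hours (adjusted p = 0.288), −0.52 after aJ1aJ2 at 5 days (0.255), −0.93 after aN1aN2 at 5 days (0.169) and −0.63 after aJ1aJ2 at 7 days (0.161), in 5 of 5 libraries each time. Heyl (ENSMUSG00000032744) was lower in 5 of 5 libraries in all 5 comparisons, from −0.35 after aJ1aJ2 to −1.14 after aN1aN2, both at 15 hours, with adjusted p from 0.0783 to 0.996. Hey1 (ENSMUSG00000040289) was lower without overlap after aJ1aJ2 at 5 days (−0.68, adjusted p = 0.172) and 7 days (−0.72, adjusted p = 0.154) and changed by −0.09 after aN1aN2 at 5 days (adjusted p = 0.922, lower in 3 of 5). Hes1 and Nrarp passed the threshold in no comparison. The mean of Nrarp at 5 days was at most 0.286 CPM in each group, with 28 counts in total in RW, 51 in aJ1aJ2 and 38 in aN1aN2. Of the lower values without a call, library quality weights placed past the threshold Notch3 and Heyl in both comparisons at 5 days and at 7 days (adjusted p from 0.000779 to 0.0241), Heyl after aN1aN2 at 15 hours (adjusted p = 0.0229) and Hey1 after aJ1aJ2 at 5 and 7 days (adjusted p = 0.00346 and adjusted p = 0.0387). DESeq2 did so for Notch3 after aN1aN2 at 5 days (adjusted p = 0.000311) and aJ1aJ2 at 7 days (adjusted p = 0.00929), Heyl after aN1aN2 at 15 hours (adjusted p = 0.0149) and aJ1aJ2 at 7 days (adjusted p = 0.0268), and Hey1 after aJ1aJ2 at 5 and 7 days (adjusted p = 0.0114 and adjusted p = 0.00750). The muscle covariate did so for Notch3 and Heyl in both comparisons at 5 days, Heyl after aN1aN2 at 15 hours and Hey1 after aJ1aJ2 at 5 days (adjusted p from 0.0162 to 0.0399), and the fit of all 50 libraries for Notch3 (adjusted p = 0.0158) and Heyl (adjusted p = 0.0403) after aN1aN2 at 5 days and Heyl after aN1aN2 at 15 hours (adjusted p = 0.0308). With the weights Nrarp was past the threshold as higher at 5 days, at 1.87 after aJ1aJ2 (adjusted p = 0.00456) and 1.42 after aN1aN2 (adjusted p = 0.0455), against 0.57 (adjusted p = 0.714) and 0.02 (adjusted p = 0.996) without them. The genes of the antibody targets, Notch1, Notch2, Jag1 and Jag2, had log2 fold changes from −0.29 to 0.16 over the 5 comparisons and adjusted p of at least 0.502. Exons of Notch1, Notch3 and Nrarp overlap genes on the opposite strand and those of Notch2 a gene on the same strand, so their counts are uncertain to that extent.

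**Figure D2:**
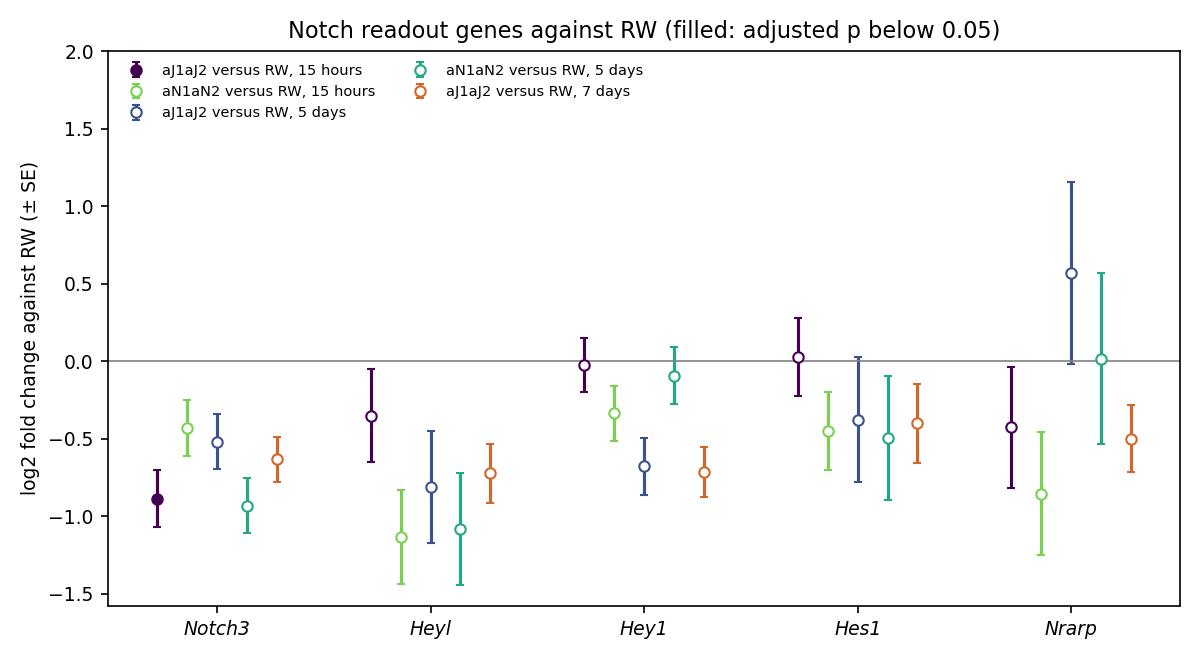
Log2 fold change against RW (± SE, edgeR, n = 5 libraries per group) of 5 Notch readout genes in the 5 comparisons; filled points have an adjusted p below 0.05. Notch3 and Heyl lie below 0 in every comparison, and only Notch3 after aJ1aJ2 at 15 hours (−0.89) is past the threshold.

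At 15 hours, 18513 genes were tested (biological coefficient of variation 0.447). aJ1aJ2 and RW differed in 106 genes, 64 higher and 42 lower, of which 96 changed at least 2-fold. The smallest adjusted p was 0.00683, and 1220 genes had an unadjusted p below 0.05. CPM values of the groups did not overlap for 320 genes (1.73%, against 0.794% by chance). The alternative that moved the count most was limma-trend on FPKM values, which called 0 genes (1036 at an unadjusted p below 0.05), whereas DESeq2 called 265. The count fell to 35, 64 and 36 without RW replicates 2, 3 and 4, and to 55, 64 and 53 without aJ1aJ2 replicates 2, 3 and 5. Under the naming rule the higher genes were Saa3 (ENSMUSG00000040026), Isg15 (ENSMUSG00000035692) and Irf7 (ENSMUSG00000025498). Saa3 rose from 0.278 ± 0.0989 to 11.6 ± 10.2 CPM (log2 fold change 5.35, SE 0.68), Isg15 from 3.15 ± 1.04 to 18.9 ± 8.60 CPM (2.58, SE 0.33) and Irf7 from 9.43 ± 1.20 to 56.2 ± 33.3 CPM (2.57, SE 0.35), each with an adjusted p of 0.00683 and higher in 5 of 5 libraries. All 3 were called with every library left out in turn and lost only on FPKM values, with adjusted p of 0.295, 0.128 and 0.212. Saa3 has close paralogs and Irf7 exons overlap those of Phrf1 on the opposite strand.

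The lower genes at 15 hours after aJ1aJ2 were Mup17 (ENSMUSG00000096688), Alb (ENSMUSG00000029368) and Apoa1 (ENSMUSG00000032083), all abundant in liver. Alb fell from 89.8 ± 52.5 to 6.04 ± 3.09 CPM (log2 fold change −3.89, SE 0.57, adjusted p = 0.00847), Mup17 from 11.5 ± 8.57 to 0.629 ± 0.400 CPM (−4.16, SE 0.68, adjusted p = 0.0131) and Apoa1 from 1691 to 128 counts in total (−3.82, SE 0.70, adjusted p = 0.0256), each lower in 5 of 5 libraries. Mup17 belongs to a family of near-identical genes and is uncertain. The call of Mup17 was lost without aJ1aJ2 replicate 2 (adjusted p = 0.0500). That of Apoa1 was lost without RW replicate 1, 2 or 4 or aJ1aJ2 replicate 1, 2, 3 or 4, with adjusted p up to 0.0798. All 3 were lost on FPKM values, Alb also with all 50 libraries in 1 fit and Mup17 with only the groups of the contrast. These genes also differed between RW groups: Alb had an unscaled mean of 608 CPM in RW at 7 days and 2 counts in total in the 5 RW libraries at 5 days.

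aN1aN2 and RW differed in 311 genes at 15 hours, 163 higher and 148 lower, with 203 changed at least 2-fold and 2674 at an unadjusted p below 0.05. Groups did not overlap for 968 genes (5.23%, against 0.794% by chance). The aN1aN2 libraries belong to another processing block than RW and aJ1aJ2 at 15 hours and no group at 15 hours spans both blocks, so block and treatment cannot be told apart in this comparison. The count fell to 183, 170, 158 and 120 without RW replicates 1 to 4 and to 200 and 199 without aN1aN2 replicates 1 and 2, and DESeq2 called 842. Under the naming rule the higher genes were Ifit1bl1 (ENSMUSG00000079339), S100a9 (ENSMUSG00000056071) and mt-Co2 (ENSMUSG00000064354). mt-Co2 rose from 793 to 6293 counts in total (log2 fold change 2.85, SE 0.42, adjusted p = 0.00362, higher in 5 of 5 libraries) and was called in all 8 alternatives and with every library left out. Nuclear copies of mitochondrial genes could share its reads. Ifit1bl1 and S100a9 had log2 fold changes of 5.89 (SE 1.38, adjusted p = 0.0486) and 5.37 (SE 1.19, adjusted p = 0.0380), higher in 5 of 5 libraries, and rested largely on aN1aN2 replicate 2. Without it they were 2.62 and 2.96, with adjusted p of 0.0816 and 0.0536. The Ifit1bl1 call was kept only without aN1aN2 replicate 3, 4 or 5. The S100a9 call was lost without any of the 5 RW replicates or aJ1aJ2 replicate 1. Both were also lost without the count filter, with library quality weights and with only the groups of the contrast, and Ifit1bl1 with the muscle covariate. Alb had 8 counts in total in the 5 aN1aN2 libraries against 13918 in RW (log2 fold change −10.71, SE 0.85, adjusted p = 5.28e-05), and Apoa1 fell from 1691 to 15 counts (−6.75, SE 0.84, adjusted p = 0.00107). Both were lower in 5 of 5 libraries, as was Mup17 (adjusted p = 0.000190). Mup17 had 2 counts against 1796, a ratio of RW to aN1aN2 of 985 with a 95% exact interval of 272 to 8139 that covers counting error only.

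aN1aN2 and aJ1aJ2 differed in 24 genes at 15 hours, 15 higher and 9 lower in aN1aN2, with a smallest adjusted p of 0.0117 and 2321 genes at an unadjusted p below 0.05. This comparison also crosses the processing blocks. Without aJ1aJ2 replicates 1, 4 and 5 the count was 9, 10 and 12, without aN1aN2 replicate 3 it was 14, and without aJ1aJ2 replicate 3 it was 44. DESeq2 called 504 genes.

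At 5 days, 18434 genes were tested. aJ1aJ2 and RW differed in 33 genes, 14 higher and 19 lower, with a smallest adjusted p of 0.00970 and 2167 genes at an unadjusted p below 0.05. Groups did not overlap for 704 genes (3.82%, against 0.794% by chance). The count depended on single libraries. Without RW replicate 3, the library with few Tg counts, it was 197, and without aN1aN2 replicate 4 it was 50. It was 7, 8, 16 and 7 without RW replicates 1, 2, 4 and 5, and 7, 0, 10 and 9 without aJ1aJ2 replicates 1, 2, 4 and 5. Without aN1aN2 replicates 2, 3 and 5 it was 14, 12 and 12. Under the naming rule the higher genes were Inmt (ENSMUSG00000003477), Galnt15 (ENSMUSG00000021903) and Cirbp (ENSMUSG00000045193). Inmt rose from 10.7 ± 3.59 to 38.3 ± 9.88 CPM (log2 fold change 1.83, SE 0.25, adjusted p = 0.00970), Galnt15 from 28.9 ± 8.83 to 79.7 ± 12.8 CPM (1.47, SE 0.22, adjusted p = 0.0208) and Cirbp from 27.1 ± 6.83 to 60.8 ± 14.1 CPM (1.17, SE 0.21, adjusted p = 0.0431), each higher in 5 of 5 libraries.

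The lower genes at 5 days after aJ1aJ2 were Dok5 (ENSMUSG00000027560), Col6a3 (ENSMUSG00000048126) and Serpinh1 (ENSMUSG00000070436). Dok5 fell from 11.2 ± 4.08 to 1.87 ± 0.751 CPM (log2 fold change −2.58, SE 0.36, adjusted p = 0.0112), Col6a3 from 110 ± 43.6 to 31.5 ± 4.20 CPM (−1.80, SE 0.29, adjusted p = 0.0331) and Serpinh1 from 145 ± 31.4 to 59.1 ± 9.37 CPM (−1.30, SE 0.17, adjusted p = 0.00970), each lower in 5 of 5 libraries. Inmt and Serpinh1 were past the threshold in all but 1 of the 15 fits that left out a library, the exception being aJ1aJ2 replicate 2 (adjusted p = 0.0535 for both). Dok5 was lost without aJ1aJ2 replicate 1 or 2, with adjusted p up to 0.0569. Galnt15 was lost without RW replicate 1, 2, 4 or 5 or aJ1aJ2 replicate 1, 2 or 5, with adjusted p up to 0.0818. Cirbp was kept only without RW replicate 3 or 4, aJ1aJ2 replicate 3 or aN1aN2 replicate 4, and Col6a3 only without RW replicate 3 or aN1aN2 replicate 1, 2 or 4, with adjusted p up to 0.160 and 0.113. With only the RW and aJ1aJ2 libraries in the fit, edgeR called 0 genes, so all 6 calls were lost. Cirbp was also lost with RLE size factors and without the count filter.

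aN1aN2 and RW did not differ past the threshold in any gene at 5 days. edgeR called 0 genes (smallest adjusted p 0.109, 1848 genes at an unadjusted p below 0.05), whereas DESeq2 called 402 and limma-trend on FPKM values 1. Groups did not overlap for 399 genes (2.16%, against 0.794% by chance). Without RW replicate 3 the edgeR count was 9. aN1aN2 and aJ1aJ2 at 5 days also differed in 0 genes by edgeR (smallest adjusted p 0.424, 778 at an unadjusted p below 0.05), in 49 by DESeq2, in 0 by limma-trend on FPKM values, and in 1 by edgeR without aN1aN2 replicate 4.

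At 7 days the first set allowed aJ1aJ2 to be compared with RW in 10 libraries and 16954 genes, with the lowest biological coefficient of variation of the fits within 1 set or time point (0.301). edgeR called 0 genes (smallest adjusted p 0.0655, 1968 at an unadjusted p below 0.05), DESeq2 417 and limma-trend on FPKM values 0. Groups did not overlap for 616 genes (3.63%, against 0.794% by chance). Without RW replicates 4 and 5 the edgeR count was 20 and 1, and without aJ1aJ2 replicates 1 and 2 it was 9 and 12. Without the count filter, the same test called 20 genes.

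In the second 7-day set, aN1aN2aN3 was compared with aJ1aJ2, since no RW library of that set was analysed here. Of 18450 genes tested (biological coefficient of variation 0.389), 3614 differed, 1696 higher and 1918 lower in aN1aN2aN3, and 1939 by at least 2-fold. The smallest adjusted p was 0.000310, and groups did not overlap for 2764 genes (15.0%, against 0.794% by chance). Leaving out aN1aN2aN3 replicates 2, 3 and 5 gave 2298, 2042 and 2263 genes. The higher genes under the naming rule were Fgfbp1 (ENSMUSG00000048373), from 11.1 ± 3.56 CPM in aJ1aJ2 to 223 ± 87.9 CPM (log2 fold change 4.32, SE 0.35, adjusted p = 0.000310), Kcnt1 (ENSMUSG00000058740), at 3.87 (SE 0.49, adjusted p = 0.00104), and Hif3a (ENSMUSG00000004328), from 2.06 ± 1.13 to 24.1 ± 6.39 CPM (3.54, SE 0.36, adjusted p = 0.000461). The lower genes were Adrb3 (ENSMUSG00000031489), from 23.9 ± 13.3 to 1.13 ± 0.421 CPM (−4.40, SE 0.40, adjusted p = 0.000310), Orm1 (ENSMUSG00000039196), from 23.4 ± 6.12 to 1.45 ± 1.24 CPM (−4.00, SE 0.54, adjusted p = 0.00166), and Otop1 (ENSMUSG00000051596), from 19.7 ± 7.84 to 1.24 ± 1.53 CPM (−3.99, SE 0.75, adjusted p = 0.00647). Each of the 6 changed in the same direction in 5 of 5 libraries and was past the threshold in all 8 alternatives and with every library left out. Exons of Adrb3 overlap those of a predicted gene on the opposite strand.

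The sets themselves differed. Between the aJ1aJ2 libraries of the second and the first set, 12530 of 19570 genes differed, 6680 higher and 5850 lower in the second set, with a median log2 fold change of 0.09 over all genes. Through aJ1aJ2, aN1aN2aN3 differed from RW in 2397 genes, 1196 higher and 1201 lower (5350 at an unadjusted p below 0.05). That contrast removes a difference between sets only so far as it acts alike on all groups of a set.

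The thyroid function list passed the threshold in none of 6 comparisons. Its medians against RW were 0.09 after aJ1aJ2 (adjusted p = 0.951, higher in 3 of 5 libraries) and −0.36 after aN1aN2 at 15 hours (adjusted p = 0.489, lower in 5 of 5), −0.20 after aJ1aJ2 and −0.18 after aN1aN2 at 5 days (both adjusted p = 0.951, lower in 5 of 5), and −0.26 after aJ1aJ2 at 7 days (adjusted p = 0.673, lower in 4 of 5). For aN1aN2 at 5 days fry gave the opposite direction to the median. In these 5 comparisons 0 genes of the list were past the edgeR threshold, over all genes or adjusted over the list alone. Between aN1aN2aN3 and aJ1aJ2 the median was −0.18 (adjusted p = 0.951, lower in 4 of 5), with 3 genes past the threshold over all genes and 4 adjusted over the list alone. Of the 6 thyroid genes named here, the nearest to the threshold was Slc5a5 (ENSMUSG00000000792), the iodide transporter, after aN1aN2 at 15 hours. It fell from 222 ± 127 to 78.0 ± 35.9 CPM (log2 fold change −1.51, SE 0.43, adjusted p = 0.0976, lower in 5 of 5), and DESeq2 (adjusted p = 0.0153), the muscle covariate (adjusted p = 0.0378) and library quality weights (adjusted p = 0.0411) placed it past the threshold. Tshr (ENSMUSG00000020963), the thyrotropin receptor, fell from 79.8 ± 22.1 to 43.0 ± 14.9 CPM after aJ1aJ2 at 7 days without overlap (−0.89, SE 0.27, adjusted p = 0.233). Library quality weights placed it past the threshold there (−0.77, adjusted p = 0.0469) and at 5 days after aJ1aJ2 (−1.08, adjusted p = 0.0147) and aN1aN2 (−1.03, adjusted p = 0.0398), and no other alternative did. The log2 fold changes of Tg were between −0.21 and 0.09, with SE from 0.52 to 1.29. Exons of Tg and Pax8 overlap predicted genes on the opposite strand.

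**Figure D3:**
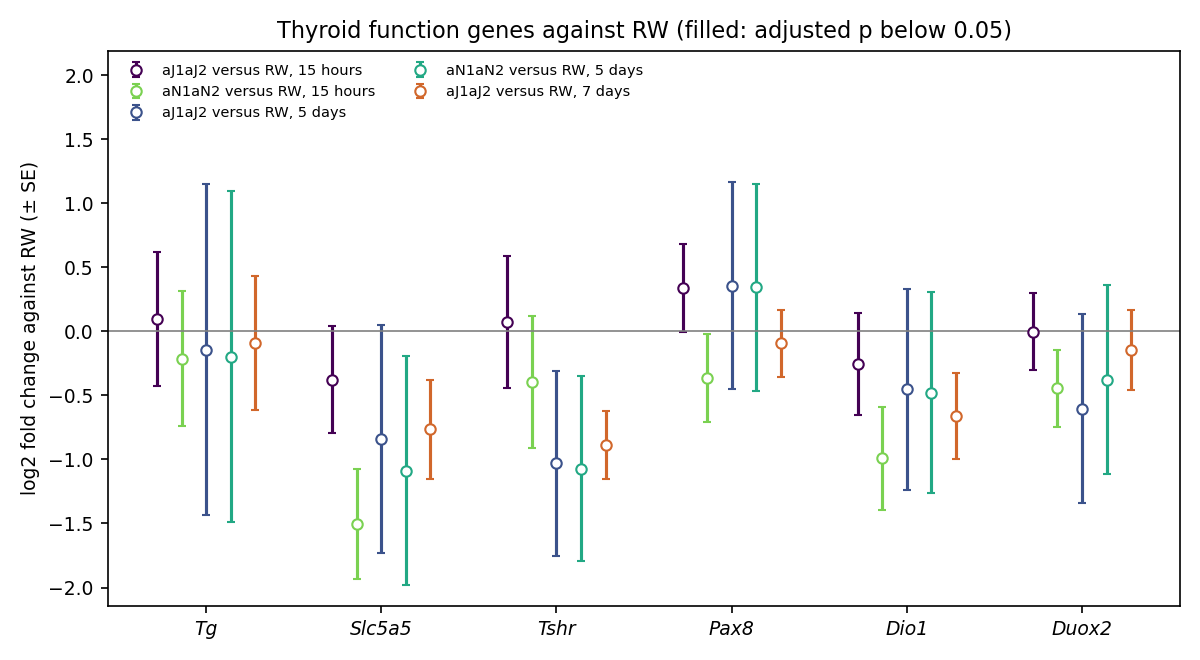
Log2 fold change against RW (± SE, edgeR, n = 5 libraries per group) of 6 thyroid function genes in the 5 comparisons with RW. All points are open, since no adjusted p was below 0.05, and the SE of Tg at 5 days is 1.29.

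The nuclear OXPHOS list passed the threshold between aN1aN2aN3 and aJ1aJ2 in the second 7-day set. Its median log2 fold change was −0.96 (mean −1.08, fry adjusted p = 0.0160 over 18 tests), 82 of 84 genes were lower, and the list was lower in 5 of 5 libraries. Over all genes 58 of them were past the threshold, and 69 were when adjusted over the list alone. Its genes took 1.85 ± 0.485% of counts in aN1aN2aN3 and 3.34 ± 0.427% in aJ1aJ2 (SD, n = 5). Without aN1aN2aN3 replicate 4 the list was just outside the threshold (−0.90, adjusted p = 0.0506), and with all 50 libraries in 1 fit (adjusted p = 0.0731) or with camera (adjusted p = 0.612) it did not pass. The smallest adjusted p was 0.00297 without aN1aN2aN3 replicate 1 and, with all libraries of the set kept, 0.00603 with the muscle covariate. Adipose genes took 0.402 ± 0.0976% of counts in aJ1aJ2 and 0.0883 ± 0.0454% in aN1aN2aN3 of this set. No covariate for adipose genes was fitted, so tissue composition is not excluded as a cause of the lower nuclear OXPHOS list. Against RW the list passed in no comparison: −0.20 after aJ1aJ2 (adjusted p = 0.95, lower in 3 of 5 libraries) and 0.01 after aN1aN2 at 15 hours (adjusted p = 0.951, higher in 3 of 5, fry direction opposite), −0.62 after aJ1aJ2 and −0.54 after aN1aN2 at 5 days (both adjusted p = 0.951, lower in 2 of 5), and 0.36 after aJ1aJ2 at 7 days (adjusted p = 0.752, higher in 2 of 5). Over all genes 1 list gene was past the threshold after aJ1aJ2 at 15 hours, and 2 were in that comparison and 2 at 7 days when adjusted over the list alone. The sign at 5 days rested on RW replicate 3, without which the medians were 0.37 and 0.44 (adjusted p = 0.678 and adjusted p = 0.571).

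Of the 72 tests of composition lists, 2 passed the threshold. After aJ1aJ2 at 7 days the airway epithelium list was lower (median −1.08, fry adjusted p = 0.0262 over 72 tests, lower in 5 of 5 libraries), with only 2 of its 5 genes tested, 0 of them past the threshold over all genes and 1 adjusted over the list alone. Between aN1aN2aN3 and aJ1aJ2 the adipose list was lower (median −2.38, adjusted p = 0.0262, 8 of 8 genes and 5 of 5 libraries lower, 5 genes past the threshold over all genes and 8 adjusted over the list alone). The mitochondrially encoded list was just outside the threshold in the same comparison (−1.67, adjusted p = 0.0518, 10 of 10 genes and 5 of 5 libraries lower). The smallest adjusted p of the other lists was 0.0716 for proliferation (−2.39 after aJ1aJ2 at 7 days, lower in 5 of 5 libraries), 0.112 for C cell and cartilage (1.06, higher in 5 of 5, and −1.78, lower in 5 of 5, both aN1aN2aN3 against aJ1aJ2), 0.112 for B cell (−0.85 after aJ1aJ2 at 7 days, lower in 5 of 5) and 0.134 for Notch receptors and ligands (−0.27 after aN1aN2 at 15 hours, lower in 5 of 5). It was 0.289 for thymus (−4.26 after aJ1aJ2 at 7 days, lower in 5 of 5), 0.594 for endothelium (0.32 in aN1aN2aN3 against aJ1aJ2, higher in 4 of 5), 0.609 for skeletal muscle (1.70 after aJ1aJ2 at 7 days, higher in 4 of 5) and 0.831 for parathyroid (−0.64 after aJ1aJ2 at 7 days, lower in 4 of 5). fry and the median differed in sign for skeletal muscle in 4 comparisons (medians −0.56 and −1.05 after aJ1aJ2 at 15 hours and 5 days, −0.44 after aN1aN2 at 5 days and −1.64 in the second set). They also did so for endothelium in 3 comparisons with RW, where the median and the mean differed in sign as well in 2, and once each for parathyroid, C cell and airway epithelium with medians between −0.01 and 0.05.

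The log2 fold changes of aJ1aJ2 and aN1aN2 against the same RW libraries had a Pearson r of 0.206 across genes at 15 hours (Spearman rho 0.283). In simulations with no change in any group, sharing RW alone gave 0.468 to 0.534 with a mean of 0.501. The observed r was below all 100. At 5 days r was 0.559 (rho 0.790), above the 95th percentile of the simulations (0.521) and their maximum (0.530). The simulations drew each gene independently, whereas sets of genes, such as those of skeletal muscle, varied together between the real libraries. The simulated range is therefore likely too narrow, and an r outside it does not by itself show an effect of the antibodies. Genes are not independent replicates, so no p-value is attached. With 1 library left out, and set against simulations of the same 14 libraries, r at 15 hours was below all 100 in 15 of 15 cases (−0.0464 to 0.305) and r at 5 days above the 95th percentile in 15 of 15 (0.491 to 0.698). The narrowest cases at 5 days were aN1aN2 replicate 4 (0.491, 95th percentile 0.490) and RW replicate 2 (0.584, 95th percentile 0.581). All 106 genes past the threshold after aJ1aJ2 at 15 hours had the same sign after aN1aN2, where 80 of them were past the threshold as well, and at 5 days 32 of 33 had the same sign. In the simulations 93 to 104 of the 106 genes of smallest p (mean 98.2) and 28 to 33 of the 33 (mean 31.2) had the same sign from sharing RW alone. The limit of independently drawn genes holds for these counts too. Between time points, which share no library, r was 0.336 for aJ1aJ2 at 15 hours and 5 days, −0.0232 for 15 hours and 7 days, −0.247 for 5 and 7 days, and 0.154 for aN1aN2 at 15 hours and 5 days. Of the genes past the threshold at 15 hours that were also tested at 5 days, 36 of 75 for aJ1aJ2 and 89 of 258 for aN1aN2 had the same sign at 5 days.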

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

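The check for outlying libraries (Dixon's ratio, critical value 0.71 for 5 libraries) examined 150 combinations of group and measure and marked 21, where 7.5 would be reached by chance at 1 in 20. No library was removed from the results because of it.

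RW replicate 3 at 5 days accounted for 6 of the 21: Tg took 0.450% of its counts and skeletal muscle genes 12.1%, and it had Nrarp at 0.623 CPM, Notch3 at 27.1 CPM, Dio1 at 6.54 CPM and Duox2 at 1.91 CPM. aJ1aJ2 replicate 3 at 15 hours had 14.5% Tg and 5.54% skeletal muscle counts, with Pax8 at 229 CPM and Dio1 at 141 CPM. aJ1aJ2 replicate 3 at 5 days had 8.33% skeletal muscle counts and Duox2 at 3.93 CPM. Skeletal muscle genes also took 8.03% in aJ1aJ2 replicate 2 of the first 7-day set and 3.08% in aN1aN2aN3 replicate 1.

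The remaining values were total counts of 29.6 M in RW replicate 1 and 28.8 M in aJ1aJ2 replicate 4 of the first 7-day set, Nrarp at 2.05 CPM in that RW replicate 1, Tshr at 118 CPM in RW replicate 2, Notch2 at 77.5 CPM in RW replicate 5, Nrarp at 1.68 CPM in aJ1aJ2 replicate 5 at 15 hours and Tshr at 207 CPM in aN1aN2 replicate 4 at 15 hours.

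The change of each antibody effect between time points was tested. The aJ1aJ2 effect changed from 15 hours to 5 days in 123 genes, 35 higher and 88 lower at 5 days (2159 at an unadjusted p below 0.05), and the aN1aN2 effect in 348 genes, 127 higher and 221 lower (2855 at an unadjusted p below 0.05). For aJ1aJ2 the count was 76, 40, 20 and 52 without RW replicates 1, 2, 4 and 5 at 15 hours, 54, 72 and 42 without aJ1aJ2 replicates 1, 3 and 5 at 15 hours, and 80 without aN1aN2 replicate 2 at 15 hours. It was 62, 25 and 271 without RW replicates 1, 2 and 3 at 5 days, and 41, 46 and 34 without aJ1aJ2 replicates 2, 4 and 5 at 5 days. For aN1aN2 it was 224 without RW replicate 4 at 15 hours. At each time point aJ1aJ2 and its RW belong to 1 processing block, so a block difference common to both groups cancels in the aJ1aJ2 count. At 15 hours aN1aN2 belongs to another block than its RW, so block and change of effect cannot be told apart in the aN1aN2 count.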

How the results depend on the processing

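The muscle covariate and the library quality weights were chosen after the result was seen, and all other alternatives earlier. Of the counts of changed genes, 52 moved by more than 1.5 times and 49 did not under another setting, and 54 moved and 156 did not when 1 library was left out. RLE size factors moved none of them.

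DESeq2 called more genes than edgeR: 265 for aJ1aJ2, 842 for aN1aN2 and 504 for aN1aN2 against aJ1aJ2 at 15 hours, 522, 402 and 49 for the same comparisons at 5 days, 417 for aJ1aJ2 at 7 days, and 485 and 888 for the changes of the aJ1aJ2 and aN1aN2 effects from 15 hours to 5 days. It called 105 of the 106 edgeR genes of aJ1aJ2 at 15 hours and all 33 at 5 days. Without the count filter edgeR called 9 genes for aJ1aJ2 at 5 days, 20 at 7 days and 27 for the change of the aJ1aJ2 effect. limma-trend on FPKM values called 0 genes for aJ1aJ2 at 15 hours (1036 at an unadjusted p below 0.05), 58 for aJ1aJ2 and 1 for aN1aN2 at 5 days, and 212 for the change of the aJ1aJ2 effect. Of the latter, 89 were higher, against 35 of 123 by edgeR.

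With the muscle covariate the counts were 624 for aN1aN2 and 132 for aN1aN2 against aJ1aJ2 at 15 hours, 1015 for aJ1aJ2, 587 for aN1aN2 and 1 for aN1aN2 against aJ1aJ2 at 5 days, 6 for aJ1aJ2 at 7 days, and 505 and 1664 for the changes of the aJ1aJ2 and aN1aN2 effects. With library quality weights the counts were 176, 509 and 57 at 15 hours and 3476, 1523 and 69 at 5 days (aJ1aJ2, aN1aN2, and aN1aN2 against aJ1aJ2), 595 for aJ1aJ2 at 7 days, 8248 for aN1aN2aN3 against aJ1aJ2, 7102 through aJ1aJ2, and 3204 and 1459 for the changes of effect. These weights were estimated from the same libraries that were tested.

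With all 50 libraries in 1 fit the counts were 162, 475 and 396 at 15 hours and 403, 671 and 18 at 5 days in the same order, and 6 for aJ1aJ2 at 7 days. The direction shifted as well: 54 of 162 genes were higher for aJ1aJ2 at 15 hours, against 64 of 106, and 185 of 475 for aN1aN2, against 163 of 311. With only the groups of the contrast, edgeR called 48 genes for aJ1aJ2 (16 higher) and 11 for aN1aN2 against aJ1aJ2 at 15 hours, 0 for aJ1aJ2 at 5 days (1722 at an unadjusted p below 0.05, against 522 called by DESeq2 and 58 on FPKM values), and 25 and 228 for the changes of the aJ1aJ2 and aN1aN2 effects.

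Replicate numbers were not treated as pairing the groups, since no pair of groups had deviations from the group mean that correlated above 0.1 for all 5 numbers. Libraries with the same number did so in 4 of 5 pairs for RW and aN1aN2 at 15 hours (mean r 0.429) and for RW and aJ1aJ2 at 5 days (mean r 0.381). In the second 7-day set it was 0 of 5 (mean r −0.117). Libraries with different numbers had a mean r of −0.104 for RW and aN1aN2 at 15 hours and −0.0246 for RW and aJ1aJ2 at 5 days. A link by number is therefore not excluded for these groups, and the labels give none. With the number as a replicate block, edgeR called 36 genes for aJ1aJ2 and 186 for aN1aN2 at 15 hours, 1 for aJ1aJ2 at 5 days, 2100 for aN1aN2aN3 against aJ1aJ2 and 44 for the change of the aJ1aJ2 effect. The Notch readout list for aJ1aJ2 at 7 days had a median of −0.65 and the nuclear OXPHOS list in the second set one of −0.95, both with an adjusted p of 0.223. The medians of nuclear OXPHOS for aN1aN2 at 15 hours (−0.0333) and of thyroid function for aN1aN2 at 5 days (0.0662) changed sign. The adjusted p with the block was above the threshold for Notch3 (0.120), Mup17 (0.0647), Alb (0.0533) and Apoa1 (0.0731) after aJ1aJ2 and Ifit1bl1 (0.143) and S100a9 (0.133) after aN1aN2 at 15 hours, and for Inmt, Galnt15 and Serpinh1 (0.0647 each), Cirbp (0.133) and Col6a3 (0.0942) after aJ1aJ2 at 5 days. Where the numbers do not pair the groups, such a block only uses up degrees of freedom.

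When 1 library was left out, the counts ranged from 35 to 127 for aJ1aJ2, from 120 to 444 for aN1aN2 and from 9 to 44 for aN1aN2 against aJ1aJ2 at 15 hours. At 5 days they ranged from 0 to 197, from 0 to 9 and from 0 to 1, and at 7 days from 0 to 20 for aJ1aJ2 and from 2042 to 4305 for aN1aN2aN3 against aJ1aJ2. For the changes of effect they ranged from 20 to 271 for aJ1aJ2 and from 224 to 511 for aN1aN2. Through aJ1aJ2 the range was 1658 to 3146, and between the sets 11890 to 13020.

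Of the list results, 147 kept their call and direction under another setting, 13 changed the sign of the median without a call, 6 gained a call and 5 lost it. When 1 library was left out, 219 were kept, 20 changed sign and 1 lost its call. The camera test gave adjusted p of 0.0742 for the Notch readout list at 7 days (−0.63) and 0.612 for nuclear OXPHOS in the second set (−0.96), and the fit of all 50 libraries gave −0.94 for the latter (adjusted p 0.0731). The muscle covariate brought 4 lists past the threshold: Notch readout for aN1aN2 at 15 hours (−0.42, adjusted p 0.0368), for aJ1aJ2 at 5 days (−0.30, adjusted p 0.0191) and for aN1aN2 at 5 days (−0.0193, adjusted p 0.0368), and nuclear OXPHOS for aN1aN2 at 5 days (−0.63, adjusted p 0.0368). Quality weights did so for Notch readout at 5 days (−0.48 for aJ1aJ2 and −0.37 for aN1aN2, both with an adjusted p of 0.0107).

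Other medians changed sign without a call. Notch readout for aJ1aJ2 at 15 hours was 0.00667 with RLE size factors, 0.00692 with DESeq2, 0.0360 without the count filter and 0.0594 with library quality weights, and for aN1aN2aN3 against aJ1aJ2 it was 0.0363 without the filter and 0.17 with library quality weights. With the muscle covariate, nuclear OXPHOS for aN1aN2 at 15 hours was −0.10 and thyroid function at 5 days 0.0271 for aJ1aJ2 and 0.51 for aN1aN2. With library quality weights, nuclear OXPHOS for aN1aN2 at 5 days was 0.0729 and thyroid function for aJ1aJ2 at 7 days 0.00103.

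With 1 library left out, Notch readout ranged from −0.12 to 0.0358 for aJ1aJ2 at 15 hours and from −0.16 to 0.0699 in the second set. Thyroid function ranged from −0.0184 to 0.27 for aJ1aJ2 at 15 hours, from −0.49 to 0.0199 for aJ1aJ2 and −0.38 to 0.0491 for aN1aN2 at 5 days, and from −0.33 to 0.00378 in the second set. Nuclear OXPHOS ranged from −0.21 to 0.19 for aN1aN2 at 15 hours, from −1.02 to 0.37 for aJ1aJ2 and −0.84 to 0.44 for aN1aN2 at 5 days, and from −1.17 to −0.76 in the second set, where leaving out aN1aN2aN3 replicate 4 gave −0.90. The correlation of the aJ1aJ2 and aN1aN2 fold changes ranged from −0.0464 to 0.305 at 15 hours and from 0.491 to 0.698 at 5 days, and without the count filter it was 0.508 at 5 days.

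Of 104 values of named genes, 25 were past the threshold, and 10 of these were called in every alternative and with every library left out. Of their 2334 alternative values, 2192 kept the call, 110 lost it and 32 gained one. DESeq2 gave no adjusted p to 2 of them, Ifit1bl1 and S100a9 for aN1aN2 at 15 hours. No called gene changed sign, and 99 values without a call did.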

Other observations

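The tests on RW replicate 3 at 5 days, liver, interferon response, Rgs5, clock genes, and Cirbp and Serpinh1 were chosen after the result was seen.

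Regrouping the libraries of each comparison into 100 splits, the real one included, asked whether chance alone gives as many changed genes. As many were found in 1 split for aJ1aJ2, 2 for aN1aN2 and 3 for aN1aN2 against aJ1aJ2 at 15 hours, in 1 for aJ1aJ2 at 5 days, in 1 for aN1aN2aN3 against aJ1aJ2, in 1 through aJ1aJ2, in 1 between the sets and in 1 for the change of the aJ1aJ2 effect. For the change of the aN1aN2 effect it was 6, so that count could arise by chance. The splits cannot inform on the comparisons with 0 genes, aN1aN2 and aN1aN2 against aJ1aJ2 at 5 days and aJ1aJ2 at 7 days, as each of 100 splits gives at least 0. Some regroupings gave far more genes than the real one, up to 4921 for aN1aN2 at 15 hours.

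The difference between the 7-day sets was not removed by transcript length or GC content: 12548 genes were past the threshold by limma-trend, 12254 after the length trend was removed and 12231 after the GC trend was removed. Skeletal muscle did not account for it either (13064 genes with the muscle covariate). Among 8201 genes that overlap no other annotated gene, 4957 differed, so overlapping genes counted in another way cannot be the whole cause. They may be part of the cause of the largest differences, since genes with an 8-fold or larger difference had exons overlapping an opposite-strand gene more often than other genes (48.9% against 30.7%, odds ratio 2.16, Fisher exact p = 4.16e-54, genes not being independent). Within the second set the share was 23.8% against 33.4%. Ilk had an unscaled mean of 66.9 CPM in aN1aN2aN3 and 68.2 CPM in aJ1aJ2 of the second set and at most 0.576 CPM in the other groups. A change in library type or counting between the sets could produce this pattern, and the labels give none. The labels also do not say which mice received the thyroid hormone injections that the series description mentions. A difference in hormone treatment between the sets was therefore not tested and stays open.

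RW replicate 3 at 5 days likely held skeletal muscle in place of most of the thyroid. The 12 other thyroid function genes compared were all lower in it, with a median log2 ratio of −5.45 to the mean of the other 4 RW libraries, while its total count of 34.9 M lay within their range of 23.9 to 52.8 M.

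Liver transcripts could reflect liver RNA in some batches of libraries. The 12 genes of the liver list had a median log2 ratio of 4.94 between RW at 7 days and RW at 5 days, 12 of 12 higher, with no antibody difference but in 2 processing blocks. At 15 hours the list was lower after aN1aN2 (median −3.96, 10 of 12 genes lower and 2 higher, fry adjusted p = 0.00492, lower in 5 of 5 libraries) and aJ1aJ2 (−3.24, 10 lower and 2 higher, adjusted p = 0.00905, lower in 5 of 5). RW and aJ1aJ2 at 15 hours belong to 1 processing block, so the block does not account for the latter, and batches within a block are not given by the labels. An effect of the antibodies stays open.

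The processing block may account for part of the aN1aN2 result at 15 hours. Its log2 fold changes had an r of 0.490 across 17143 genes with those of RW at 5 days against RW at 7 days, which cross the same blocks, against 0.140 for aJ1aJ2 at 15 hours. Genes are not independent replicates, and time differs between those RW groups as well. Of the 294 genes called for aN1aN2 and present in both fits, 252 had the same sign. Stomach genes varied between libraries of 1 group. Their summed unscaled CPM ranged from 33.7 to 33104 in aN1aN2 and from 0.834 to 15875 in RW at 15 hours. The list had no call after aN1aN2 at that time (fry adjusted p = 0.225, median 1.72, higher in 4 of 5 libraries).

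Interferon response genes were higher 15 hours after aJ1aJ2 within 1 processing block (median 1.56, 12 of 12 genes higher, 7 past the threshold, fry adjusted p = 0.00443, higher in 5 of 5 libraries) and after aN1aN2 (1.42, 12 of 12, 7 past the threshold, adjusted p = 0.00596, 5 of 5). The block does not account for the aJ1aJ2 value. The aN1aN2 comparison crosses the blocks and shares RW, so its value cannot exclude a response to aJ1aJ2 only. In summed unscaled CPM, the list in RW was not low at 15 hours (161 ± 41.2, SD, n = 5) beside RW at 7 days (161 ± 37.4) and 5 days (144 ± 58.7). The sums at 15 hours were 397 ± 143 after aJ1aJ2 and 323 ± 51.4 after aN1aN2. An early response to the antibody doses stays open and was not tested.

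Rgs5, a pericyte gene, was lower after aJ1aJ2 at 15 hours (log2 fold change −1.14, SE 0.16, adjusted p = 0.00683), 5 days (−0.60, adjusted p = 0.430) and 7 days (−1.53, SE 0.19, adjusted p = 0.0655). Fewer mural cells in the tissue are not a likely cause at 7 days, since 9 of 10 mural cell genes exceeded the change of Rgs5 by more than 2 combined standard errors. The other, Ndufa4l2, fell by 1.72 on the log2 scale. This test replaced a median over the same genes, whose members went both ways. The median of the mural cell list was −0.50 at 15 hours (9 of 10 genes lower, fry adjusted p = 0.138, lower in 5 of 5 libraries), −0.27 at 5 days and 0.30 at 7 days, where fry gave the opposite direction, so a loss of mural cells is not excluded at the earlier times. Rgs5 was also lower after aN1aN2 at 5 days (log2 fold change −1.79, SE 0.289, adjusted p = 0.109), with an unscaled mean of 95.2 CPM against 280 CPM in RW.

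Clock genes may differ because of a shift of the circadian phase or of the time of collection. The medians of the 2 clock lists had opposite signs in 3 of the 3 RW comparisons at 5 and 7 days (for the Dbp phase and the opposite phase 0.65 and −0.80 for aJ1aJ2 at 5 days, fry adjusted p = 0.0192 and adjusted p = 0.0652; 0.75 and −1.15 for aN1aN2 at 5 days, adjusted p = 0.0143 and adjusted p = 0.0194; 0.69 and −0.48 for aJ1aJ2 at 7 days, adjusted p = 0.00443 and adjusted p = 0.167). The 2 comparisons at 5 days share RW, so their signs are not independent. The summed unscaled CPM of the Dbp-phase list was 180 ± 24.0 in that RW, 255 ± 40.6 in RW at 15 hours and 412 ± 42.7 in RW at 7 days (SD, n = 5). That of the opposite-phase list was 259 ± 5.82, 225 ± 24.5 and 139 ± 23.8. A deviation of the RW mice at 5 days therefore stays open for that time point. At 15 hours both lists were lower for aJ1aJ2 (−0.31 and −0.12, adjusted p = 0.315 and adjusted p = 0.177). For aN1aN2 at 15 hours the opposite-phase list was higher (0.20, adjusted p = 0.0186, 5 of 5 libraries). The genes of the Dbp-phase list went both ways (median 0.36, 3 higher and 2 lower, 1 of 5 libraries on its side, fry direction lower, adjusted p = 0.167). Their summed unscaled CPM fell from 255 ± 40.6 to 163 ± 21.8 (SD, n = 5). The labels give no hour of collection.

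Cirbp was higher and Serpinh1 lower 5 days after aJ1aJ2. A lower tissue temperature or less heat-shock signalling could give both, as the heat shock list was lower (median −0.71, fry adjusted p = 0.0274, 6 of 6 genes and 5 of 5 libraries lower). Less collagen production could also lower Serpinh1, as the collagen folding list was lower (−0.69, adjusted p = 0.00443, 6 of 7 genes and 5 of 5 libraries lower). Both lists were lower after aN1aN2 at 5 days as well (−0.67, adjusted p = 0.0667, and −0.46, adjusted p = 0.0652), and the 2 comparisons share RW. The summed unscaled CPM of the heat shock list was 3334 ± 1819 in that RW and 1144 ± 459 after aJ1aJ2 at 5 days (SD, n = 5). In RW it was 2384 ± 1054 at 15 hours and 1341 ± 395 at 7 days. A high level in the RW mice at 5 days therefore stays open for this list. At 15 hours the heat shock list was higher after aN1aN2 (0.67, fry adjusted p = 0.00443, 6 of 6 genes and 5 of 5 libraries higher), a comparison that crosses the processing blocks. After aJ1aJ2 at that time its median was 0.18 (adjusted p = 0.306, 6 of 6 genes and 3 of 5 libraries higher). The values do not separate these explanations. Nor do they exclude a difference in the time of collection, which stays open for the clock lists in the same comparison.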
